# Transcriptome profile of liver at different physiological stages reveals potential mode for lipid metabolism in laying hens

**DOI:** 10.1186/s12864-015-1943-0

**Published:** 2015-10-09

**Authors:** Hong Li, Taian Wang, Chunlin Xu, Dandan Wang, Junxiao Ren, Yanmin Li, Yadong Tian, Yanbin Wang, Yuping Jiao, Xiangtao Kang, Xiaojun Liu

**Keywords:** RNA-Seq, Laying hens, Liver, Fat metabolism, Function analysis

## Abstract

**Background:**

Liver is an important metabolic organ that plays a critical role in lipid synthesis, degradation, and transport; however, the molecular regulatory mechanisms of lipid metabolism remain unclear in chicken. In this study, RNA-Seq technology was used to investigate differences in expression profiles of hepatic lipid metabolism-related genes and associated pathways between juvenile and laying hens. The study aimed to broaden the understanding of liver lipid metabolism in chicken, and thereby to help improve laying performance in the poultry industry.

**Results:**

RNA-Seq analysis was carried out on total RNA harvested from the liver of juvenile (*n* = 3) and laying (*n* = 3) hens. Compared with juvenile hens, 2567 differentially expressed genes (1082 up-regulated and 1485 down-regulated) with *P* ≤ 0.05 were obtained in laying hens, and 960 of these genes were significantly differentially expressed (SDE) at a false discovery rate (FDR) of ≤0.05 and fold-change ≥2 or ≤0.5. In addition, most of the 198 SDE novel genes (91 up-regulated and 107 down-regulated) were discovered highly expressed, and 332 SDE isoforms were identified. Gene ontology (GO) enrichment and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis showed that the SDE genes were most enrichment in steroid biosynthesis, PPAR signaling pathway, biosynthesis of unsaturated fatty acids, glycerophospholipid metabolism, three amino acid pathways, and pyruvate metabolism (*P* ≤ 0.05). The top significantly enriched GO terms among the SDE genes included lipid biosynthesis, cholesterol and sterol metabolic, and oxidation reduction, indicating that principal lipogenesis occurred in the liver of laying hens.

**Conclusions:**

This study suggests that the majority of changes at the transcriptome level in laying hen liver were closely related to fat metabolism. Some of the SDE uncharacterized novel genes and alternative splicing isoforms that were detected might also take part in lipid metabolism, although this needs further investigation. This study provides valuable information about the expression profiles of mRNAs from chicken liver, and in-depth functional investigations of these mRNAs could provide new insights into the molecular networks of lipid metabolism in chicken liver.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1943-0) contains supplementary material, which is available to authorized users.

## Background

Liver is the main metabolic organ where more than 70 % of the *de novo* synthesis of fatty acids occurs in chicken [1–3]. Especially, the liver plays an important role in lipid synthesis, degradation, and transport processes. During the hen laying cycle, hydrophobic lipids including triacylglycerols, cholesteryl esters, cholestery esters, and free fatty acids are synthesized in the liver and assembled to form egg-yolk precursors such as very-low density lipoprotein (VLDL) and vitellogenin particles. The particles are then secreted into the circulation and transferred to the developing oocyte to meet the requirements for embryo growth and development [4–7]. The molecular regulatory mechanisms of these crucial physiological processes have been investigated extensively since the 1970s, and thus are reasonably well understood [8–11].

It is generally agreed that the physiological processes for lipids synthesis, secretion, and transfer in the liver of laying hens are regulated tightly by estrogen. Estrogen regulates the transcription of target genes containing consensus estrogen response elements through the estrogen receptors (ERs) ERα, ERβ, and G protein-coupled receptor (GPR30) [12–14]. The different receptors play distinct roles in gene regulation [13]. Previous studies have revealed that estrogen physiological functions could be mediated by different receptors in various species [15, 16]. However, the specific nuclear receptor subtype that mediates the production of yolk precursors in chicken liver is unclear [17].

Although most of the genes and their products involved in hepatic lipid metabolism are highly similar in poultry and mammalian species, the functions of some of these genes and their products are considered to be slightly different in poultry compared with their functions in mammals [4, 18–20]. For instance, a recent study on lysophosphatidylglycerol acyltransferase 1 (LPGAT1) indicated that LPGAT1 may play an important role in lipid synthesis in mice [21] rather than in poultry. Moreover, it has been suggested that poultry species may have lost some of the genes related to lipid metabolism during the evolutionary process [22]. Therefore, the range of genes and their products involved in hepatic lipid metabolism in laying hen remains to be fully elucidated [23].

How VLDL particles are assembled and secreted in chicken liver is still not fully understood. In mammals, it has been well documented that microsomal triglyceride transfer protein (MTTP) assists in lipoprotein assembly to form low-density lipoprotein [21, 24–28]. The formation of VLDL particles in avian species is tightly regulated by estrogen, and a previous study demonstrated that the up-regulation of *MTTP* in liver was not required for increased VLDL assembly during the laying period in chicken [29]. Therefore, understanding the synthesis, formation, and transport of yolk precursors in the liver of laying hens is important.

In recent years, the study of gene regulation and interactions has broadened considerably because of advances in genomics, epigenomics, and bioinformatics, as well as with the development of next generation sequencing. RNA-Seq is a novel gene expression profiling technology based on high-throughput sequencing [30]. Compared with other large-scale gene expression profiling methods, RNA-Seq is superior in detecting mRNA expression in different tissues or at different development stages in a single assay, which can help reveal novel genes and splice variants [31].

In this study, expression profiles of hepatic lipid metabolism-related genes and associated pathways were investigated between juvenile and laying hens (two different physiological stages) using RNA-Seq technology. Because lipogenesis is known to be highly stimulated in the liver of sexually mature hens and to eliminate genes that may be unrelated to lipid metabolism, liver expression profiles were compared between juvenile hens and laying hens. Bioinformatics tools were used to analyze the major differentially expressed genes and pathways. The present study provides an overview of the genes related to lipid metabolism that play a significant role during embryonic development by synthesizing components of the egg yolk.

## Methods

### Animals and liver tissue samples preparation

All animal experiments were performed in accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Henan Agricultural University. The experimental animals used in this study were one strain of the Chinese domestic breed laying hens (Lushi green shell chicken).

All the chickens were raised in cages under the same environment with *ad libitum* conditions. Six hens were selected randomly from two different physiological stages, juvenile hens and laying hens. The three juvenile hens were slaughtered when they were 20 weeks old (L20), and the three laying hens were slaughtered when they were 30 weeks old (L30). Liver tissue samples were harvested immediately. The collected samples were immediately snap-frozen in liquid nitrogen and stored at −80 °C for further use.

### RNA extraction

Total RNA was extracted from the chicken liver tissues using TRIzol® reagents following the manufacturer’s manual (Invitrogen, Carlsbad, CA). Degradation and contamination of the total RNA was detected on 1 % agarose gels. The purity of the total RNA was assessed using a NanoPhotometer® spectrophotometer (IMPLEN, CA). The integrity was estimated using a RNA Nano 6000 Assay Kit with the Agilent Bioanalyzer 2100 system (Agilent technologies, Santa Clara, CA). The RNA concentration was checked with a Qubit® RNA Assay Kit in a Qubit® 2.0 flurometer (Life Technologies, CA). The 28S/18S ratio of the qualified RNA ranged from 1.8 to 2.0 and the RNA integrity values ranged from 8.0 to 10.0. RNA samples were stored at −80 °C for further analysis.

### RNA-Seq library construction and sequencing

Six mRNA libraries were constructed, one for each of the samples (L20-1, L20-2, L20-3 and L30-1, L30-2, L30-3). A total of 3 μg RNA per sample was prepared for mRNA sequencing using the TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s protocol. Briefly, the mRNA was isolated from the total RNA using oligo (dT) beads with two rounds of oligo-dT purification. Following the rRNA depletion step, the purified RNA was fragmented with the Ribo-Zero rRNA Removal Kits (Epicentre). First-strand cDNA synthesis was performed using the Invitrogen random hexamer primers and Superscript II reverse transcriptase (Invitrogen). The second-strand was synthesized using Invitrogen DNA polymerase 1 (Invitrogen). End repair and poly-adenylation were performed, and the mRNAs were ligated to adapters before PCR amplification. The enriched cDNA templates that were 100 nucleotides (nt) long were purified and used for further analysis. The libraries were qualified using a Qubit® 2.0 Fluorometer (Invitrogen) and Qubit dsDNA HS Assay Kit (Invitrogen). The purity and size of the libraries were checked on an Agilent 2100 Bioanalyzer (Agilent Technologies). The adapter-ligated cDNA fragment libraries were run on an Illumina GAIIx analyzer to complete the cluster generation and primer hybridization. Then the Illumina PE flow cell (v3-HS) carrying clusters were sequenced with paired-end 2 × 100 nt multiplex on an Illumina HiSeq 2500 platform following the manufacturer’s instruction (Illumina).

### Transcriptome sequencing data processing and annotation

After the sequencing was completed, image data was outputted and transformed into raw reads and stored with a FASTQ format. The obtained raw reads were cleaned using the FASTX-Toolkit (version: 0.0.13) [32]. Reads with adapter, low quality at 3′ end, containing fuzzy N bases, rRNA, sequences shorter than 20 nt and low quality with Q <20 were removed. The resultant clean reads from each sample library were used for the downstream analyses. The clean reads were mapped to the chicken genome assembly (galGal4), which we downloaded from Ensembl [33], using the spliced mapping algorithm in TopHat2 (version: 2.0.9) [34]. We used TopHat2 as the mapping tool because it can generate a database of splice junctions based on Ensemble annotations of galGal4 and thus can produce a better mapping result than other non-splice mapping tools.

### Transcript identification and alternative splicing analysis

We used the reference annotation-based transcript (RABT) assembly method in Cufflink (version: 2.1.1) [35] to construct and identify both known and novel transcripts from the TopHat2 alignment results. The AStalavist software (version: 3.2) [36, 37] can characterize alternative splicing (AS) for whole transcriptome data from reference annotated transcripts. We used AStalavist to estimate AS events within and between groups. The differentially expressed isoforms were estimated by Cufflink.

### Quantification of differential mRNA expression levels

The expression levels of the mapped genes were estimated from the transcriptome sequencing data based on the number of raw reads. HTSeq (version: 0.6.1) [38] was used to count the numbers of reads mapped to each gene. The reads for each gene were normalized by using fragments per kilo base of exon model per million mapped reads (FPKM). The quantification and differential analyses were conducted according to the Cufflink (version: 2.1.1) program. The criteria normalization formula is as follows:

$$ \mathrm{FPKM}=\frac{\mathrm{transcription}\ \mathrm{reads}}{\mathrm{transcription}\ \mathrm{length}}\times \mathrm{total}\ \mathrm{mapped}\ \mathrm{reads}\ \mathrm{in}\ \mathrm{run}\times {10}^9 $$

The Cuffdiff was used to analyze the differential expression genes. In our study, the false discovery rate (FDR) was used to determine the threshold of the *P*-value in multiple tests and analyses. Genes were identified as differentially expressed (DE) genes when *P* ≤ 0.05. DE genes with fold changes ≥2 or ≤0.5 (FDR ≤0.05) were identified as significantly differentially expressed (SDE) genes [39].

### Quantitative real time PCR (qRT-PCR)

To confirm the repeatability and accuracy of the RNA-Seq gene expression data obtained from the chicken liver libraries, qRT-PCR was carried out on 12 randomly selected DE genes that were prepared from the total RNA. The PrimeScript™ RT Reagent kit with gDNA Eraser (TaKaRa, Dalian, China) was used to synthesize the first-strand cDNA. The qRT-PCRs were performed on a LightCycler® 96 Real-Time PCR system (Roche Applied Science) in a 20-μl reaction volume containing 2 μL cDNA, 10 μL 2 × SYBR®Premix Ex Taq™ II (TliRNaseH Plus) (TaKaRa), 0.5 μL each of forward and reverse primers (10 μM), and 7 μL deionized water. The *β-actin* gene was used as the reference gene, and all the qRT-PCR gene-specific primers were designed using the Oligo 6.0 software [40]. The primer sequences are presented in Additional file 1: Table S1. The qPCR amplification procedure was as follows: 95 °C for 3 min, 40 cycles of 95 °C for 12 s, 61 °C for 40 s, 72 °C for 30 s, and an extension for 10 min at 72 °C. All the reactions were run with three replicates, and the relative gene expression levels were analyzed using the comparative *C*_T_ method (also referred to as the 2^-△△*C*T^ method) [41]. In this study, the Wilcox rank sum test was used. The statistical analyses were performed with R for windows version 3.2.0 [42], with the test conducted as a one-sided tail test and a significance level of *P* ≤ 0.05. The values are presented as mean ± standard error.

### Functional annotation analyses

Functional enrichment of the SDE genes was analyzed using the web-based tools in DAVID [43] to identify enriched gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, group functionally related genes, and cluster the annotation terms with a retained of EASE scores 0.1 [44, 45]. The *P-*value was calculated as

$$ P=1-{\displaystyle {\sum}_{i=0}^{m-1}}\frac{\left(\begin{array}{c}\hfill M\hfill \\ {}\hfill i\hfill \end{array}\right)\left(\begin{array}{c}\hfill N-M\hfill \\ {}\hfill n-i\hfill \end{array}\right)}{\left(\begin{array}{c}\hfill N\hfill \\ {}\hfill n\hfill \end{array}\right)} $$

where *N* is the total number of genes in the genome, *n* is the total number of SDE genes, *M* is the number of genes annotated with a certain GO term, and *m* is the number of SDE genes annotated with the same certain GO term. Only the GO terms and KEGG pathways with *P* ≤ 0.05 were taken into account as significantly enriched among the SDE genes [46].

## Results

### Identification of expressed transcripts in the chicken liver transcriptome

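Liver RNA was sequenced from 3 juvenile hens of 20 weeks (the L20 group) and 3 laying hens of 30 weeks (the L30 group), 1 library per hen. The authors mapped the reads to the galGal4 genome with TopHat2 and computed FPKM, fragments scaled by exon length and by the number of mapped fragments, with Cufflinks. The deposited table holds an FPKM value and a scaled count for each of 14078 genes in each hen, and 1934 of the genes carry no gene name. The scaled counts were whole reads divided by 1 factor per library, since at least 99.862% of the low values in each library were whole multiples of the value of 1 read. Dividing by that value gave 14432548, 21446473 and 17102647 reads on genes in L20 hens 1, 2 and 3, and 21570330, 13764705 and 14272041 in L30 hens 1, 2 and 3. Sequencing was paired-end, so a recovered read may stand for a read pair. These numbers are thus not directly comparable with the paper's mapped reads. The group comparison used limma on log2(FPKM + 1) over the 9732 genes with a mean FPKM of at least 1 over the 6 hens, so a log2 fold change below is on that scale and understates the change of genes with low FPKM. Genes with an unadjusted p of 0.05 or less were counted as DE genes, and genes with an adjusted p of 0.05 or less and a ratio of group mean FPKM of at least 2 or at most 0.5 as SDE genes. The median FPKM lay between 2.97 and 3.32 in the 6 hens.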

In this study, we established six cDNA libraries L20-1, L20-2, and L20-3 from the liver of 20-week-old juvenile hens and L30-1, L30-2, and L30-3 from 30-week-old laying hens that represented two different physiological stages. The RNA-Seq generated from 42,113,152 to 67,296,120 raw reads for each library, with an average of 54,373,054 and 50,986,088 paired-end reads for the L20 and L30 groups, respectively. The sequencing depth of 40 M reads for each library was saturated (Fig. 1). 

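The numbers of genes with an FPKM above 0 were 13320, 13341 and 13304 genes in L20 hens 1, 2 and 3, and 13376, 12911 and 13076 genes in L30 hens 1, 2 and 3. L30 hen 2 had the fewest recovered reads and the fewest genes.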

After filtering the low quality reads, the average numbers of clean reads were 51,554,387 (94.8 %) and 48,351,463 (94.8 %) for the L20 and L30 groups, respectively. The clean reads were used for all further analyses. After assembly, 13,523 mRNAs were obtained from the two groups; 13,519 (99.97 %) were found in the juvenile hen libraries and 13,436 (99.36 %) were found in the laying hen libraries and 13,432 of these mRNAs were commonly expressed between the two groups. 

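Of the 14078 genes in the deposited table, 13844 had an FPKM above 0 in at least 1 juvenile hen and 13835 in at least 1 laying hen, and 13601 genes were above 0 in both groups. Only 243 genes were above 0 in the juvenile hens alone and 234 in the laying hens alone. With an FPKM of at least 1 asked for in place of a value above 0, the numbers were 10171 genes in juvenile hens and 10024 in laying hens. Each number depends on the cutoff, and no test was made between the groups.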

Approximately 85 % of the reads in each library were uniquely mapped to the galGal4 assembly of the chicken genome, and the average mapping rates were 83.0 and 84.2 % for the L20 and L30 groups, respectively (Table 1). The density of the mapped reads on different regions of the genome is displayed in Fig. 2.

**Fig. 1:**
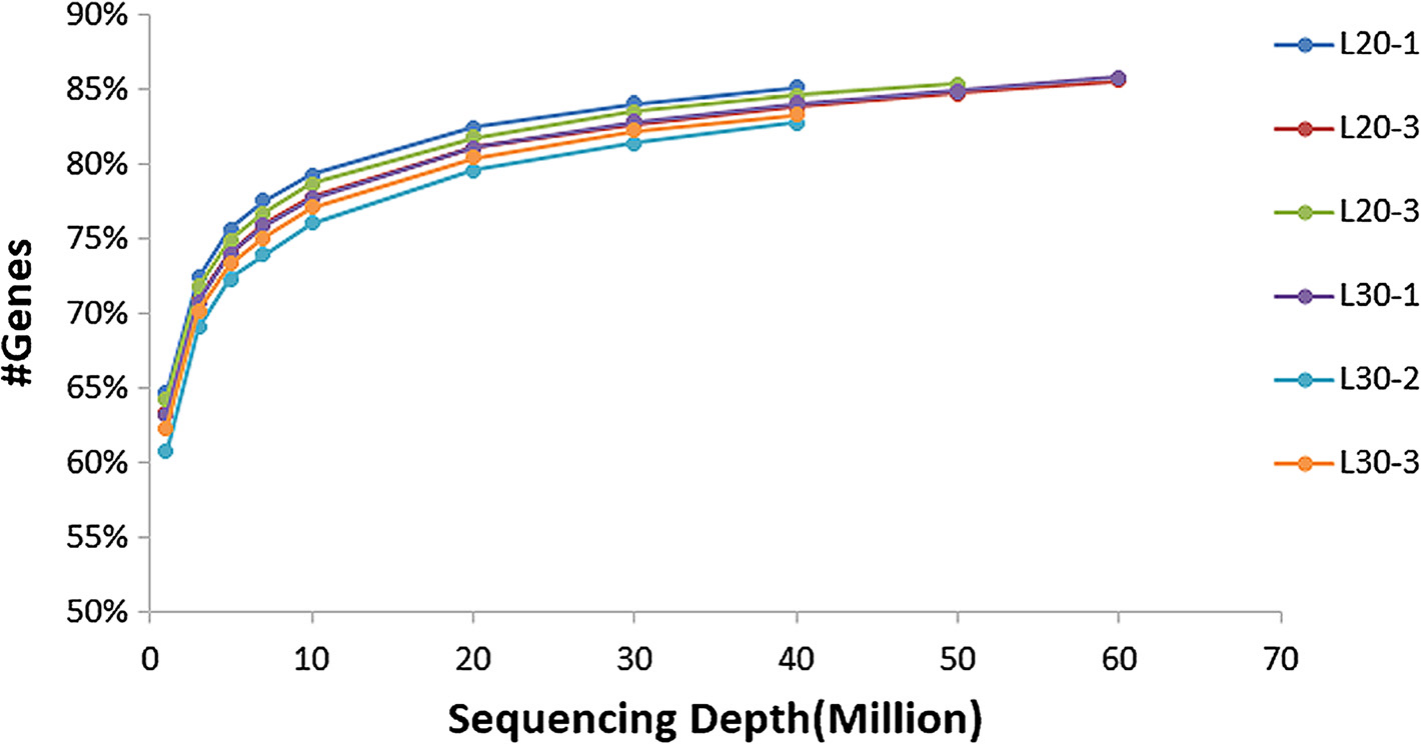
Saturation analysis of the transcriptome sequencing data from six chicken liver libraries. L20-1, L20-2, and L20-3 from the liver of 20 week-old juvenile hens and L30-1, L30-2, and L30-3 from 30 week-old laying hens. x-axis, sequencing depth; y-axis, proportion of covered genes

**Table 1:** Characteristics of the reads from six chicken liver libraries

Sample ID^a^	Raw bases (Gb)	Q20 value (%)	GC content (%)	Raw reads	Clean reads	Mapped reads	Mapped unique reads^b^	Mapping ratio (%)^c^
L20–1	4.5	95.4	47	44674654	42381020	36083033	35118821	85.1
L20–2	6.5	95.3	47	65393800	61933858	52824621	51312296	85.3
L20–3	5.3	95.5	47	53050708	50348282	43068094	41902030	85.5
L30–1	6.7	95.5	46	67296120	63775556	54827754	53528180	86.0
L30–2	4.2	95.5	46	42113152	39958736	34571635	33690669	86.5
L30–3	4.4	95.6	46	43548992	41320096	35784180	34935615	86.6

^a^L20, liver samples from juveniles; L30, liver samples from egg laying hens. ^b^Mapped unique reads, reads that matched the reference genome in only one position. ^c^Mapping ratio, mapped reads/all reads

**Fig. 2:**
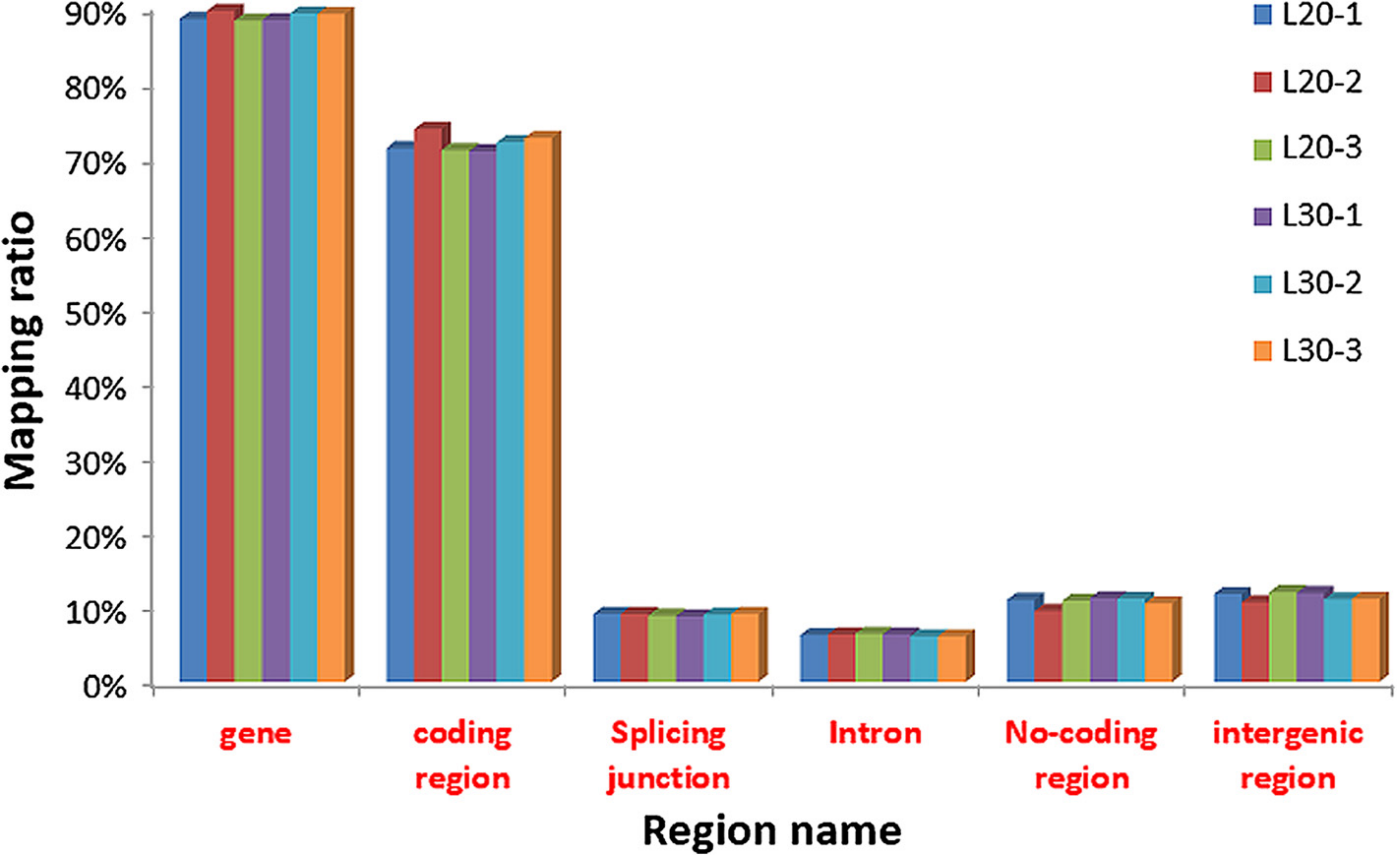
Distribution of the mapped reads on different regions of the chicken reference genome. Non-coding regions include all the 5′UTR, 3′UTR and other non-coding RNA regions

The top ten most abundantly expressed genes in both groups (FPKM from 10,643 to 69,528 reads) ranked by absolute abundance were ENSGALG00000018375 (uncharacterized protein), ATP synthase protein 8 (*ATP8*), apovitellenin 1 (*APOVLDLII*), cytochrome c oxidase subunit 1 (*COX1*), ENSGALG00000018372 (uncharacterized protein), serum albumin (*ALB*), gallinacin-9 (*GAL9*), vitellogenin 2 (*VTG2*), fatty acid binding protein 1 (*FABP1*), and *ATP6*. 

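Ranked by mean FPKM over the 3 laying hens, the first 10 genes were MT-ATP8, ENSGALG00000018375, APOVLDLII, MT-CO1, ENSGALG00000018372, ALB, gga-mir-3527, VTG2, FABP1 and GAL9, and ATP6 came at rank 11. The entry listed as gga-mir-3527 spans 685 bp of chromosome MT (8330 to 9014), with 94301 to 172156 recovered reads per hen. Its name alone does not show that these reads came from a microRNA. The mean FPKM was 76724 for MT-ATP8 and 72101 for ENSGALG00000018375. The FPKM of ENSGALG00000018375 (chromosome MT, 6507 to 6643 in galGal4, a span of 137 bp) was 224680, 33366 and 42842 in the juvenile hens and 128485, 87818 and 0 in the laying hens. These FPKM rested on 5, 1 and 1 recovered reads in L20 hens 1, 2 and 3 and on 3, 1 and 0 reads in L30 hens 1, 2 and 3. ENSGALG00000018372 has the same span as MT-CO1 (chromosome MT, 6644 to 8258), and its FPKM of 6831 to 22685 rested on 94 to 206 reads per hen, against 306819 to 483756 reads for MT-CO1. MT-ATP8, ATP6 and MT-CO3 likewise share a span in the table (chromosome MT, 9084 to 10706), so the authors' counting could have split reads between them.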

The expression levels of *APOVLDLII* and *VTG2* were much lower in the liver of juvenile hens than in laying hens (Fig. 3).

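The FPKM of APOVLDLII (chromosome 1, 82609205 to 82612227 in galGal4) was 188, 12.8 and 101 in the juvenile hens and 36305, 38763 and 26044 in the laying hens, a log2 fold change of 9.01 (standard error 0.93, adjusted p = 0.0104 from limma with Benjamini-Hochberg adjustment). The FPKM of VTG2 (chromosome 8, 15416742 to 15437448) was 8.21, 2.13 and 1.13 in the juvenile hens and 12265, 13916 and 11188 in the laying hens, a log2 fold change of 11.62 (standard error 0.52, adjusted p = 0.000412 from limma with Benjamini-Hochberg adjustment). For both genes every laying hen lay above every juvenile hen (exact permutation test, two-sided p = 0.1, the smallest p that 3 hens against 3 allow). With each hen left out in turn, the log2 fold change lay between 7.90 and 9.79 for APOVLDLII and between 11.17 and 12.23 for VTG2, and the adjusted p from limma stayed at or under 0.00505 for VTG2 and reached 0.0564 for APOVLDLII. Among the juvenile hens APOVLDLII ranged from 12.8 to 188 FPKM.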

**Fig. 3:**
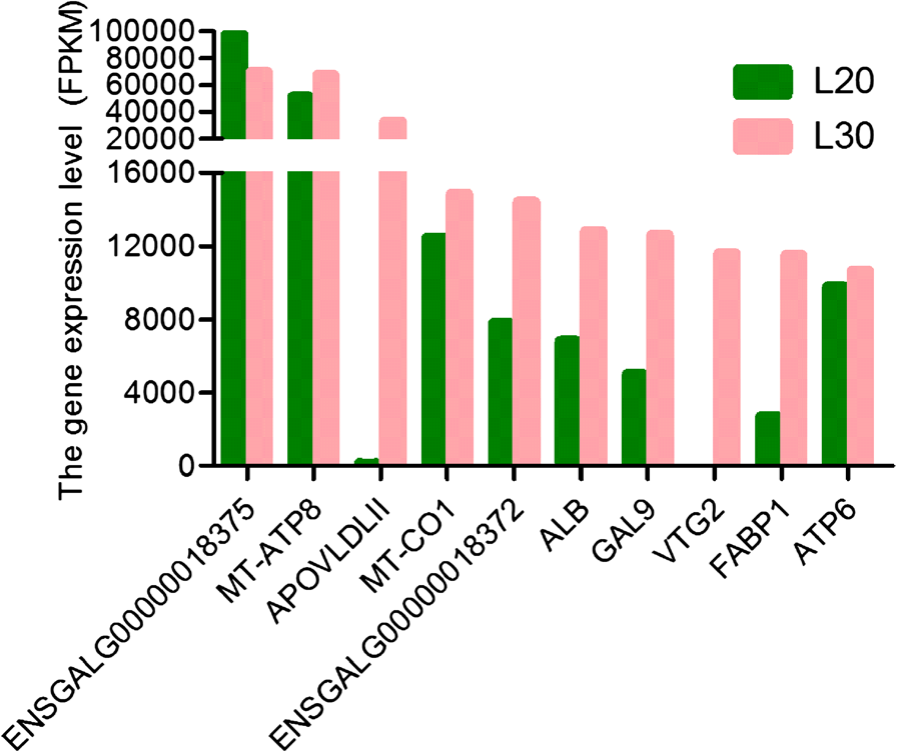
Top ten most abundantly expressed mRNAs in liver libraries from juvenile and laying hens. FPKM values of up to 10,000 genes are shown

The correlation of transcript expression levels between samples is a crucial indicator for the reliability of the experimental results and the rationality of sampling. Generally, the Pearson correlation coefficient shall be no less than 0.92 (r^2^ ≥ 0.92) [47]. We performed correlation analyses among the six samples to determine whether differential gene expression was observed between the L20 and L30 groups. 

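The squared Pearson correlation of FPKM over all 14078 genes was 0.329 between L20 hens 1 and 2, 0.517 between hens 1 and 3, and 0.862 between hens 2 and 3. It was 0.937 between L30 hens 1 and 2, 0.342 between hens 1 and 3, and 0.572 between hens 2 and 3. On the log2(FPKM + 1) scale the squared correlation lay between 0.911 and 0.936 over the same 6 pairs of hens. Without ENSGALG00000018375, a gene with an FPKM between 0 and 224680 on at most 5 reads per hen, it lay between 0.813 and 0.991 on the FPKM scale, an alternative chosen after the values were seen. These correlations are across genes, which are not independent replicates.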

The Pearson correlation coefficient demonstrated that the expression levels of the three biological replicates in each group (L20 and L30) were similar based on the normalized FPKM values (i.e., all r^2^ ≥ 0.93).

### Identification of differentially expressed genes and isoforms between the two physiological development stages

In this study, we identified a total of 13,532 genes in the chicken liver libraries; 1767 of them were novel genes and 198 of these novel genes showed significant changes in expression (91 up-regulated and 107 down-regulated) between the L20 and L30 groups (FDR ≤0.05) (Additional file 2: Table S2). 

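The deposited table lists 14078 genes, of which 1934 have no gene name. By the rule of an adjusted p of 0.05 or less from limma and a ratio of mean FPKM of at least 2 or at most 0.5, 30 genes without a gene name were SDE genes, 23 higher and 7 lower in laying hens. All 198 genes of Table S2 are in the table, and 168 of them passed the FPKM filter. Of these, 124 had an unadjusted p of 0.05 or less and 26 met the SDE rule. In 140 of the 198 genes (70.7%) the 3 laying hens all lay on one side of the 3 juvenile hens. The paper chose these genes on the same 6 hens, so this number was not compared with chance.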

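Over the 9732 genes tested, 2213 were DE genes between the L20 and L30 groups, 1070 higher and 1143 lower in laying hens. The balance of the 2 directions depended on the scaling, with 1268 higher and 949 lower after median-ratio scaling and 931 higher and 1355 lower after upper-quartile scaling. Of the DE genes 1992 have a gene name, 965 higher and 1027 lower. The SDE rule was met by 268 genes, of which 238 have a gene name (154 higher and 84 lower in laying hens). In 2918 of the genes tested (30.0%) the laying hens all lay on one side of the juvenile hens, where chance gives 10%. The number of SDE genes lay between 64 (without L20 hen 3) and 385 (without L30 hen 3) when each hen was left out in turn. Count tests on the recovered reads, chosen after the values were seen, gave 429 SDE genes with edgeR's quasi-likelihood test and 878 with DESeq2. Of the 960 named genes of Table S3, 793 passed the FPKM filter, 651 had an unadjusted p of 0.05 or less and 222 met the SDE rule here. The direction of change equalled that of Table S3 in all of the 955 genes that could be compared. Table S3 gives the paper's own FPKM for the same hens, so this equality is no independent support. The paper takes its own SDE genes on to the functional analysis.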

Among the annotated genes, we identified 2567 DE genes (1082 up-regulated and 1485 down-regulated) in L30 compared with L20 with *P* ≤ 0.05; 960 of these were SDE genes (473 up-regulated and 487 down-regulated) with a fold-change ≥2 or ≤0.5 (FDR ≤0.05) (Additional file 3: Table S3).

In mammals, splice variants are considered to be primary drivers of the evolution of phenotypic complexity [48–50]. We detected a total 14,212 splice variants in both groups. A total of 332 DE isoforms (115 down-regulated and 217 up-regulated; FDR ≤0.05) were detected in L30 compared with L20, and 287 (86.4 %) of them were annotated (Additional file 4: Table S4). The chromosomal position of each transcript was obtained by aligning the sequence to the chicken reference genome. The analysis detected six different splice patterns in the chicken liver transcriptome data, namely skipped exon (SE), alternative 5′ splicing site (A5SS), alternative 3′ splicing site (A3SS), retained intron (RI), mutually exclusive exon (MEX), and complex. Four of these splice patterns, skipped exon, alternative 5′ and 3′splicing sites, and retained intron were the major splicing patterns found in our study, representing 96.5 % of the total AS events; mutually exclusive exon and complex were rare events and accounted for only 3.5 % of the AS events (Fig. 4). The average number of alternative transcripts per chromosome was 721, and chromosomes 16 (93 transcripts) and W (eight transcripts) had the smallest numbers of alternative transcripts.

**Fig. 4:**
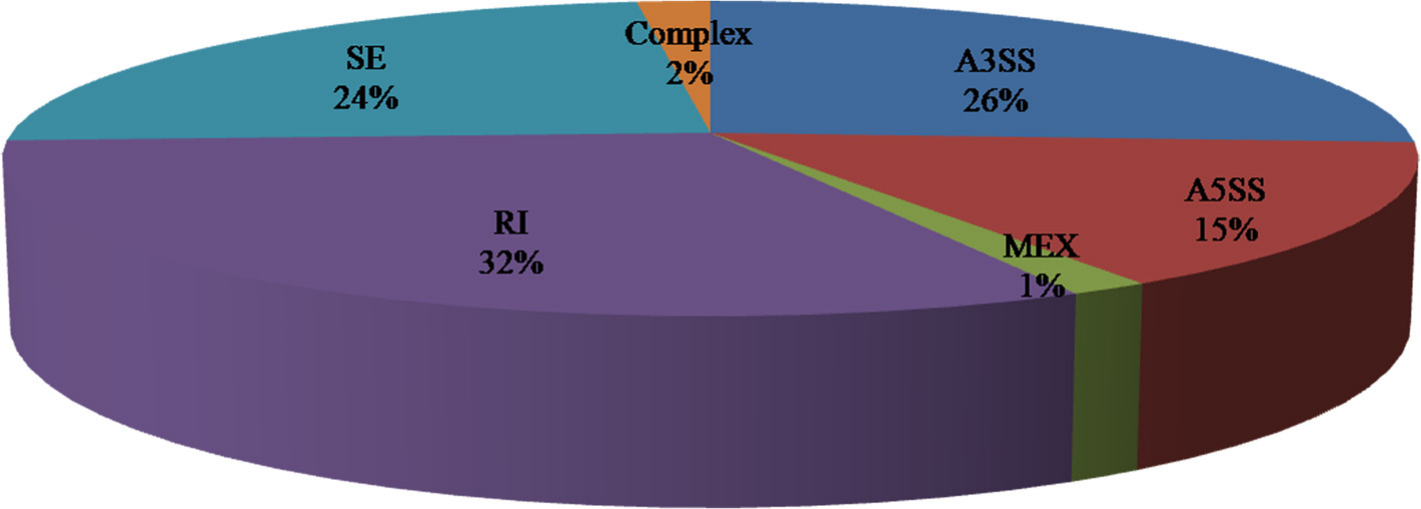
Distribution of alternative splicing isoforms in liver libraries from juvenile and laying hens

### Real-time PCR validation of differential genes expression

To confirm the accuracy of the RNA-Seq transcriptome data, 12 genes were selected randomly including four significantly up-regulated genes, three significantly down-regulated genes, and five genes with no significant differential expression. The expression levels of the selected genes were quantified using qRT-PCR, and the results were consistent with the findings obtained by RNA-Seq (Table 2). 

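In the RNA-Seq data CEPT1 had an FPKM of 30.6 ± 3.59 (SD, 3 hens) in juvenile and 85.2 ± 28.7 in laying hens, a log2 fold change of 1.40 (standard error 0.25, adjusted p = 0.0441 from limma with Benjamini-Hochberg adjustment). FOXO3 rose from 3.16, 3.10 and 3.06 to 11.8, 16.5 and 5.29 FPKM, but its adjusted p was 0.0815 by the same limma test. CETP fell from 15.1, 2.96 and 10.0 to 0.486, 0.218 and 0.955 FPKM (adjusted p = 0.0539 from limma), on a low level in the laying hens. For ENSGALG00000010018 (chromosome 1, 35479653 to 35487259) the FPKM was 28.1, 0.994 and 2.99 in the juvenile hens and 974, 1056 and 1042 in the laying hens, a log2 fold change of 7.38 (standard error 0.93, adjusted p = 0.0193 from limma with Benjamini-Hochberg adjustment). With each hen left out in turn, its log2 fold change lay between 6.57 and 8.51, and its adjusted p from limma reached 0.0844. PRDX4 (PRDX in Table 2, with primers listed as PRDX4 in Table S1), RPL6, RPS24 and SIRT1 had ratios of mean FPKM (L30 over L20) of 0.951, 1.35, 1.37 and 1.39. None of these 4 genes met the adjusted p of 0.05. RPL6 had an unadjusted p of 0.0181 from limma, with every laying hen above every juvenile hen, so it was a DE gene here. Table 2 gives its RNA-Seq change a P above 0.05. The qRT-PCR values and APAO1, a name not in the deposited table, were not analysed here.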

The results suggest that the RNA-Seq reliably identified DE mRNAs and revealed novel genes in the chicken liver transcriptome.

**Table 2:** Expression patterns of the 12 mRNAs selected for qRT-PCR validation

Gene name	qRT-PCR		RNA-Seq	
	Fold-change^a^ (L30/L20^b^)	*P*-value	Fold-change (L30/L20)	*P*-value
*APAO1*	−0.48	0.008	−0.34	0.004
*CEPT1*	3.71	0.004	2.73	0.000
*CETP*	−0.05	0.010	−0.06	0.000
*PRDX*	0.61	0.056	0.94	0.732
*RPL6*	0.71	0.281	1.31	0.177
*RPS24*	0.97	0.192	1.27	0.177
*FOXO3*	2.43	0.006	3.86	0.000
*SIRT1*	2.62	0.054	1.32	0.087
*MTP*	1.51	0.068	1.12	0.537
*ApoB*	14.91	0.006	8.03	0.000
*LPGAT1*	−0.47	0.050	−0.64	0.010
*ENSGALG-*	159.23	0.000	92.77	0.000
*00000010018*				

^a^Minus sign indicates the gene was down-regulated. ^b^L30/L20, fold change in gene expression in liver samples from egg laying hens (L30) compared with liver samples from juveniles (L20)

### Functional analysis of differentially expressed genes

To better understand the regulation network of lipid synthesis and transport during egg production, we analyzed the functional distribution of the DE genes in the liver of laying hens liver compared with the liver of juvenile hens.

We detected 960 SDE genes in L30 compared with L20 and clustered them based on the GO and KEGG pathway analyses. The percentages of the SDE genes involved in the GO biological process, molecular function, and cellular component categories were 46.4, 50.7, and 30.7 %, respectively. We obtained a total of 113 clusters based on the GO functional annotation of the SDE genes (Additional file 5: Table S5). 

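The clusters of Table 3 list 24 genes once repeated names are counted once, and 22 of them passed the FPKM filter. Of these, 19 had an unadjusted p of 0.05 or less and 9 met the SDE rule by limma. The mean FPKM was higher in laying hens for 16 of the 24 genes and lower for 8. Among the genes of the sterol metabolic process, the mean FPKM of APOA1, LCAT and VLDLR was lower in laying hens. FDPS (FPKM of 13.9, 10.8 and 8.32 in juvenile and 432, 111 and 74.1 in laying hens) had a log2 fold change of 3.71 (standard error 0.64, adjusted p = 0.0417 from limma with Benjamini-Hochberg adjustment). The gene lists are the paper's own calls on these data, so no enrichment was tested.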

The cluster with the highest score was most enrichment in sterol, cholesterol, and steroid metabolic and biosynthetic processes, lipid metabolism, lipid localization, protein-lipid complex, plasma lipoprotein particle, VLDL particle, and triglyceride-rich lipoprotein particle (Table 3). Thus, the GO term enrichment analysis showed that the SDE genes were significantly enriched in oxidation reduction, sterol and cholesterol metabolic processes, and lipid biosynthetic processes (Fig. 5). SDE genes enriched in terms related to fat metabolism included apolipoprotein B (*ApoB*), apolipoprotein A-I (*APOA1*), lecithin-cholesterol acyltransferase (*LCAT*), insulin induced gene 1 (*INSIG1*), and *VLDLR*. 

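INSIG1 rose from an FPKM of 153, 71.8 and 71.6 in the juvenile hens to 923, 907 and 333 in the laying hens, a log2 fold change of 2.81 (standard error 0.50, adjusted p = 0.0441 from limma with Benjamini-Hochberg adjustment). APOA1 fell from 7810.4, 5300.4 and 9762 to 1602, 3938 and 2234 FPKM (log2 fold change -1.61, adjusted p = 0.0795 from limma). LCAT went from 63.1, 30.7 and 58.2 to 14.2, 32.5 and 12.0 FPKM, where L30 hen 2 lay above L20 hen 2 (adjusted p = 0.132 from limma). VLDLR had 3.10, 4.48 and 8.02 FPKM in the juvenile hens and 1.76, 2.06 and 1.97 in the laying hens (adjusted p = 0.105 from limma).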

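The 3 genes for APOVLDLII, VTG2 and VTG1 together took 0.0141 ± 0.0125% (SD, 3 hens) of the recovered reads in the juvenile hens and 15.6 ± 1.32% in the laying hens. In the deposited table VTG1 (chromosome 8, 17537064 to 17580564 in galGal4) stands under the gene name TPRXL with the description vitellogenin 1. The 10 genes with most reads took 32.6 ± 1.75% of the reads in juvenile and 36.2 ± 0.968% in laying hens.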

SDE genes enriched in terms related to signal, disulfide bond, secreted and storage protein included *VLDL*, *VTG1*, *VTG2*, and *APOVLDII*.

**Table 3:** Top gene ontology clusters of SDE genes between liver samples from juvenile and laying hens

Category^a^	Term ID	Term	Genes	*P*-value
GOTERM_BP_FAT	GO:0016125	Sterol metabolic process	*APOB, APOA1, HMGCR, CYP7A1, LCAT, INSIG1, FDPS, LSS, SC4MOL, VLDLR, DHCR24*	1.68E-07
GOTERM_BP_FAT	GO:0008203	Cholesterol metabolic process	*APOB, APOA1, HMGCR, CYP7A1, LCAT, INSIG1, FDPS, LSS, VLDLR, DHCR24*	7.58E-07
SP_PIR_KEYWORDS		Lipid metabolism	*FAR1, APOB, APOA1, LCAT, INSIG1, ACSBG2, AACS, VLDLR*	1.15E-05
GOTERM_BP_FAT	GO:0008202	Steroid metabolic process	*OSBPL3, HMGCR, FDPS, LSS, SC4MOL, APOB, APOA1, LCAT, CYP7A1, INSIG1, OSBPL10, VLDLR, DHCR24*	8.40E-05
SP_PIR_KEYWORDS		Cholesterol metabolism	*APOB, APOA1, LCAT, INSIG1, VLDLR*	7.97E-04
GOTERM_BP_FAT	GO:0006869	Lipid transport	*APOB, TPRXL, APOA1, PPARG, ANXA1, ATP11A, CETP, VTG2, ATP8B3, VLDLR*	8.29E-04
GOTERM_BP_FAT	GO:0016126	Sterol biosynthetic process	*HMGCR, FDPS, LSS, SC4MOL, DHCR24*	8.92E-04
SP_PIR_KEYWORDS		Steroid metabolism	*APOB, APOA1, LCAT, INSIG1, VLDLR*	0.00150
GOTERM_CC_FAT	GO:0032994	Protein-lipid complex	*APOB, APOA1, CETP, APOVLDLII, VLDLR*	0.00155
GOTERM_CC_FAT	GO:0034358	Plasma lipoprotein particle	*APOB, APOA1, CETP, APOVLDLII, VLDLR*	0.00155
GOTERM_BP_FAT	GO:0010876	Lipid localization	*APOB, TPRXL, APOA1, PPARG, ANXA1, ATP11A, CETP, VTG2, ATP8B3, VLDLR*	0.00167
GOTERM_BP_FAT	GO:0006695	Cholesterol biosynthetic process	*HMGCR, FDPS, LSS, DHCR24*	0.00432
SP_PIR_KEYWORDS		VLDL	*APOB, APOVLDLII, VLDLR*	0.02855
GOTERM_CC_FAT	GO:0034361	Very-low-density lipoprotein particle	*APOB, APOVLDLII, VLDLR*	0.03533
GOTERM_CC_FAT	GO:0034385	Triglyceride-rich lipoprotein particle	*APOB, APOVLDLII, VLDLR*	0.03533
GOTERM_BP_FAT	GO:0006694	Steroid biosynthetic process	*HMGCR, FDPS, LSS, SC4MOL, DHCR24*	0.04625
SP_PIR_KEYWORDS		Lipid transport	*APOB, APOA1, VLDLR*	0.10992

^a^ *GOTERM_BP* GO term under the biological process category, *GOTERM_CC* GO term under the cellular component category, *SP_PIR_KEYWORDS* annotation from the Swiss-Prot and Protein Information Resource databases

**Fig. 5:**
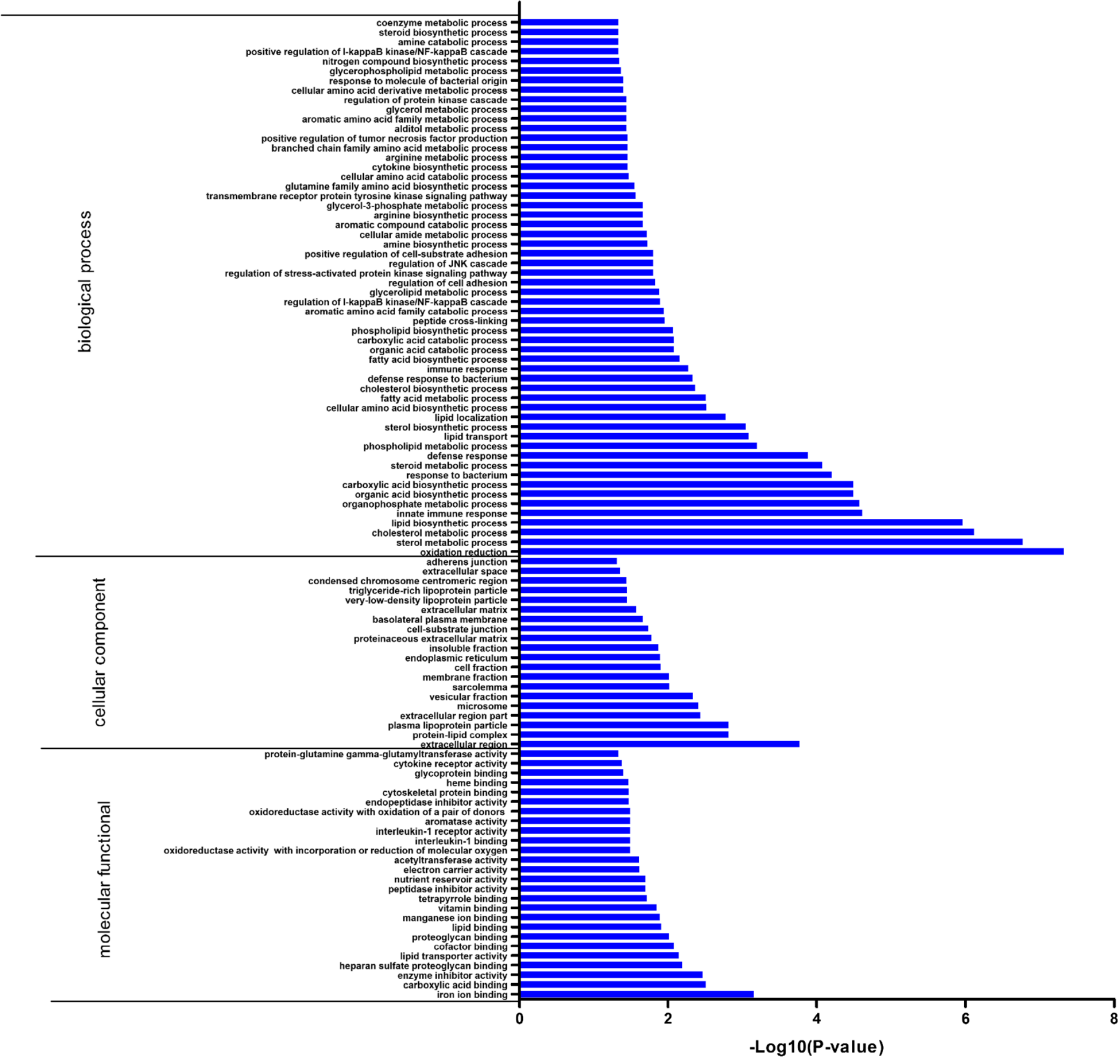
GO enrichment analysis of SDE genes in the liver transcriptome of laying hens. Only the significantly enriched (*P* ≤ 0.05) biological process, cellular component, and molecular function categories are shown

To identify critical signal regulation pathways during laying period, we mapped the 960 SDE genes to KEGG orthologs and performed an enrichment analysis with the whole transcriptome as background. 

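The 13 pathways of Table 4 list 83 genes once repeated names are counted once. Of these, 78 passed the FPKM filter, 67 had an unadjusted p of 0.05 or less and 29 met the SDE rule by limma. The mean FPKM was higher in laying hens for 61 of the 83 genes and lower for 22. All 7 genes of the tryptophan pathway and all 7 of the glycine, serine and threonine pathway were higher in laying hens, and 1 and 3 of them met the SDE rule. In the pathway of glycerophospholipids, 5 of 10 genes met it. The pathway lists come from the paper's calls on these data, so a test of enrichment would be circular and was not made. From its enrichment test the paper states that the SDE genes are concentrated in these pathways.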

The SDE genes were enriched in 13 KEGG pathways and nine of these pathways were significantly (*P* ≤ 0.05) related to steroid biosynthesis, PPAR signaling pathway, biosynthesis of unsaturated fatty acids, glycerophospholipid metabolism, pyruvate metabolism, and four amino acid-related metabolism pathways (Table 4). Additionally, based on the SDE genes pathway enrichment results, the DE genes that were predicted to play important roles in lipid metabolism and involved in PPAR signaling pathway and steroid biosynthesis are shown in the Additional file 6: Figure S1, and Additional file 7: Figure S2.

**Table 4:** KEGG pathways associated with SDE genes between liver samples from juvenile and laying hens

Pathway code	Term	Genes	*P*-value
gga00100	Steroid biosynthesis	*SOAT1, CYP51A1, DHCR7, LSS, HSD17B7, SC4MOL, NSDHL, DHCR24, FDFT1*	5.61E-07
gga03320	PPAR signaling pathway	*SCD, PPARG, FADS2, DBI, APOA1, ACSL1, CYP7A1, FABP3, FABP1, FABP5, ACSL5, ACAA1, ANGPTL4*	7.21E-04
gga00330	Arginine and proline metabolism	*ALDH7A1, ASL2, P4HA2, GATM, ASS1, GLUD1, MAOB, GAMT, AGMAT, PRODH*	0.00128
gga01040	Biosynthesis of unsaturated fatty acids	*PECR, SCD, FADS1, ELOVL2, FADS2, ELOVL6, ACAA1*	0.00144
gga00260	Glycine, serine and threonine metabolism	*GATM, BHMT, MAOB, GCAT, GAMT, PSAT1, GLDC*	0.01192
gga00564	Glycerophospholipid metabolism	*GPD2, GPD1, PLA2G4A, DGKQ, PLA2G12A, GNPAT, ETNK2, PISD, GPAM, AGPAT2*	0.02019
gga00620	Pyruvate metabolism	*ME1, LDHB, ALDH7A1, AKR1B1, PDHA1, ACSS2, PDHX*	0.03314
gga00250	Alanine, aspartate and glutamate metabolism	*ASL2, ASS1, GLUD1, ABAT, GPT2, PPAT*	0.03791
gga00380	Tryptophan metabolism	*KYNU, ALDH7A1, CYP1A1, MAOB, ACMSD, HAAO, AFMID*	0.03816
gga00630	Glyoxylate and dicarboxylate metabolism	*HAO1, PGP, ACO1, AFMID*	0.05155
gga00512	O-Glycan biosynthesis	*GALNT2, GALNT1, GALNT6, WBSCR17, GALNTL1, ST6GALNAC1*	0.05928
gga00280	Valine, leucine and isoleucine degradation	*BCAT1, ALDH6A1, ALDH7A1, BCKDHB, ABAT, HIBADH, ACAA1*	0.06290
gga02010	ABC transporters	*ABCG8, ABCG5, TAP2, ABCB6, ABCA3, ABCG1*	0.09651

## Discussion

Lipid synthesis and transfer is a dynamic and complex process, and previous studies have suggested that the enzymes involved in this process could play different roles in mammal and chicken or other avian species [29]. Indeed, recent studies have shown that some mammalian genes related to lipid metabolism have been lost in chicken [22]. As a consequence, the regulation in gene expression of lipid metabolism in chicken liver is yet to be fully understood.

DE genes are considered to be important regulatory factors of lipid synthesis and transport in liver during the laying stage of chicken. In this study, we obtained a total of 2567 DE genes between juvenile hens and laying hens livers using RNA-Seq technology. Some of these may participate in lipid biological synthesis, assemble, and transfer at the two different physiological stages. 

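The FPKM of SCD (chromosome 6, 17049073 to 17064687 in galGal4) was 126, 108 and 64.4 in the juvenile hens and 1882, 1313 and 103 in the laying hens, a log2 fold change of 2.71 (standard error 1.08, adjusted p = 0.206 from limma with Benjamini-Hochberg adjustment). L30 hen 3 lay within the range of the juvenile hens. FADS2 had 178, 243 and 153 FPKM in the juvenile hens and 595, 366 and 473 in the laying hens, a log2 fold change of 1.31 (standard error 0.26, adjusted p = 0.0518 from limma with Benjamini-Hochberg adjustment), with every laying hen above every juvenile hen.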

For example, *SCD-1* (Stearoyl-CoA desaturase) together with *FADS2* (previously named Δ6 desaturase) were up-regulated in the lipogenesis of the *PPAR* signaling pathway in the liver of laying hen in this study. SCD, which is regulated by a hormone, is a rate limiting enzyme of monounsaturated fatty acid synthesis in liver, and the mRNA expression and activity of *SCD-1* have been shown to be triggered by insulin to promote fat synthesis [51]. *FADS2*, which catalyzes the initial desaturation step to synthesize the long chain polyunsaturated fatty acid (LC-PUFAs), was found to occur mainly in the liver of laying hens [52], suggesting that *FADS2* may contribute to yolk formation. In the liver of severe negative energy balance cows, the down-regulation of *FADS2* was shown to suppress the synthesis of LC-PUFAs, arachidonic acid, and eicosapentaenoic acid [53]. Taken together, these results indicated that the RNA-Seq data generated by this study was sufficiently representative of the chicken liver transcriptome.

VLDL assembly occurs in the endoplasmic reticulum of hepatic cells. To assemble a lipoprotein particle that is competent for transport through the secretory pathway, ApoB has to interact with triglycerides, cholesteryl esters, free cholesterol, and phospholipids. This is a highly regulated process that requires the activity of MTTP [54, 55]. It was reported that chicken MTTP contained functionally important domains that are commonly found in the large lipid transport protein family [56]. However, another study showed that MTTP did not respond to the increase of VLDL induced by estrogen either *in vivo* or *in vitro* [29]. 

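The FPKM of MTTP (chromosome 4, 59638501 to 59665944) was 40.0, 29.7 and 34.4 in the juvenile hens and 58.2, 39.0 and 14.4 in the laying hens, a log2 fold change of -0.10 (standard error 0.48, adjusted p = 0.923 from limma with Benjamini-Hochberg adjustment). The laying hens ranged on both sides of the juvenile hens, and the sign of the change depended on which hen was left out (-0.51 to 0.46).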

In this study, *MTTP* was not significantly differentially expressed in the liver of laying hens compared to juvenile hens. This study is consistent with a previous finding in the coordinated up-regulation of protein components, such as ApoB (8-fold change) and ApoVLDL-II (320-fold change), along with the up-regulation of lipid synthesis led to increased production of VLDL during an egg-laying cycle in avian [57, 58]. 

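APOB (chromosome 3, 101880366 to 101916760 in galGal4) had an FPKM of 202, 126 and 174 in the juvenile hens and 1437, 1590.1 and 1164 in the laying hens, a ratio of the means of 8.35 and a log2 fold change of 3.07 (standard error 0.23, adjusted p = 0.00338 from limma with Benjamini-Hochberg adjustment). The ratio of the means was 335 for APOVLDLII. It lay between 233 (without L20 hen 2) and 593 (without L20 hen 1) when each hen was left out. With each hen left out in turn the log2 fold change of APOB lay between 2.88 and 3.22.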

The female-specific yolk precursor proteins VTG1 and VTG2, which are synthesized in the liver and depend on estrogen stimulation [59], were found to be abundantly expressed in the liver of laying hens, and the expression of *VTG2* was the main subtype [60]. 

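VTG1, listed under the gene name TPRXL, had an FPKM of 0.535, 0.710 and 0.466 in the juvenile hens and 4631, 4644 and 4159 in the laying hens, a log2 fold change of 11.48 (standard error 0.14, adjusted p = 6.26e-07 from limma with Benjamini-Hochberg adjustment). The mean over the laying hens was 4478 ± 276 FPKM for VTG1 and 12456 ± 1374 for VTG2 (SD, 3 hens), and VTG2 was higher than VTG1 in each of the 3 hens.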

Estrogen works via the estrogen receptors (ERα and ERβ) and GPR30 that regulate the transcription of target genes, which contain estrogen response elements. Previous research has suggested that *in vitro*, ERα rather than ERβ and GPR30 could mediate estrogen’s effects on stimulating vitellogenin and ApoVLDL production, while *in vivo*, *ERβ* was up-regulated in liver of laying hen in comparison to  pullet [17]. 

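ESR2, the gene for ERβ (chromosome 5, 52910591 to 52952314 in galGal4), had an FPKM of 2.07, 0.973 and 1.00 in the juvenile hens and 2.94, 2.37 and 1.82 in the laying hens. The log2 fold change was 0.54 (standard error 0.22), with an unadjusted p of 0.0479 from limma and an adjusted p of 0.216. L30 hen 3 lay below L20 hen 1. ESR1, the gene for ERα, had 9.25, 3.86 and 9.93 FPKM in the juvenile hens and 8.15, 5.39 and 7.21 in the laying hens, a log2 fold change of -0.06 (standard error 0.33, adjusted p = 0.932 from limma with Benjamini-Hochberg adjustment).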

Our finding is consistent with previous report that the expression of *ERβ* but not *ERα* was significantly up-regulated *in vivo*. Since so many genes are directly or indirectly involved in the complex physiological process in liver during egg-laying stage, it is hard to believe that estrogen mediates these genes only via ERβ. Therefore, these results may still need to be further validated in future studies.

FABPs have been reported to have multiple biological functions, including roles in hepatic fatty acid oxidation [61, 62], intracellular fatty acid transport [63], storage, and export, as well as in cholesterol and phospholipid metabolism [64–66]. 

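FABP1 had an FPKM of 4765, 1153 and 2047 in the juvenile hens and 11302, 15433 and 8704 in the laying hens, a log2 fold change of 2.36 (standard error 0.53, adjusted p = 0.0691 from limma with Benjamini-Hochberg adjustment). FABP3 had 2.44, 6.47 and 9.47 FPKM in the juvenile hens and 74.3, 37.5 and 94.5 in the laying hens, a log2 fold change of 3.34 (standard error 0.50, adjusted p = 0.0289 from limma with Benjamini-Hochberg adjustment). For both genes the laying hens all lay above the juvenile hens.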

In this study, *FABP1* and *FABP3* were both significantly up-regulated in the liver of laying hens compared with juvenile hens, which suggests that they may promote lipid metabolism in the PPAR signaling pathway to meet the requirements of laying eggs. Acyl-CoA binding protein (ACBP, also known as DBI) was reported to act as an endogenous modulator to regulate the levels of gonadal hormones *in vivo* [67]. The transcriptional factor sterol regulatory element binding protein (SREBP-1) and fatty acid synthase (FASN) genes were both found to be elevated coordinately in laying chicken liver that could synthesize fatty acids *de novo* [68], which was consistent with a previous report [69]. 

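SREBP-1 (chromosome 14, 4902467 to 4909023 in galGal4) had an FPKM of 9.55, 7.35 and 8.91 in the juvenile hens and 42.8, 15.3 and 9.45 in the laying hens, a log2 fold change of 1.03 (standard error 0.50, adjusted p = 0.279 from limma with Benjamini-Hochberg adjustment). FASN (chromosome 18, 4886001 to 4935063) had 29.5, 98.2 and 39.9 FPKM in the juvenile hens and 587, 424 and 40.0 in the laying hens, a log2 fold change of 2.12 (standard error 1.05, adjusted p = 0.287 from limma with Benjamini-Hochberg adjustment). For both genes L30 hen 3 lay within the range of the juvenile hens. Without that hen the log2 fold change was 1.48 for SREBP-1 and 3.33 for FASN.

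**Figure D1:**
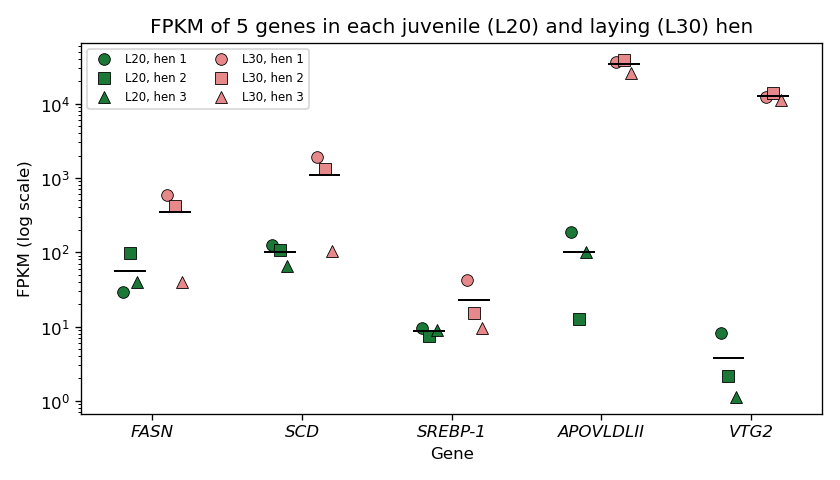
FPKM on a log axis for each of the 3 juvenile (L20) and 3 laying (L30) hens for FASN, SCD, SREBP-1, APOVLDLII and VTG2, with hens by marker shape and a line at each group mean. L30 hen 3 has 40.0 FPKM for FASN, and 11188 for VTG2.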

Peroxisomal proliferator-activated receptor α (PPARα, a transcriptional factor) controls the expression of fatty acid oxidative metabolism by modulating the expression of peroxisomal acyl-CoA oxidase and mitochondrial carnitine palmitoyltransferase [70], and it has been reported to be highly expressed in rodent liver [71] and swine adipose tissue [72]. However, in the present study, *PPARα* was suppressed in the laying hen liver, suggesting that adipose tissue may oxidize sizeable quantities of fatty acids in avian species, and perhaps also in other mammalian species.

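PPARα, listed under the name PPAR (chromosome 1, 71411619 to 71442947 in galGal4), had an FPKM of 28.7, 25.8 and 29.1 in the juvenile hens and 27.7, 42.8 and 35.6 in the laying hens, a log2 fold change of 0.31 (standard error 0.18, adjusted p = 0.358 from limma with Benjamini-Hochberg adjustment).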

LPGAT1 belongs to a large group of acyltransferases and is a member of the lysophosphatidic acid acyltransferase family. LPGAT1 promotes hepatic lipogenesis in mice [21] and also may be involved in triacylglycerol synthesis and secretion in liver [73]. However, in this study we found that *LPGAT1* was down-regulated in laying hens liver. In addition, in a related study we showed that down-regulated *LPGAT1* was induced by estrogen both *in vivo* and *in vitro* (data not shown). 

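LPGAT1 had an FPKM of 44.2, 48.5 and 74.3 in the juvenile hens and 23.7, 36.4 and 53.1 in the laying hens, a log2 fold change of -0.58 (standard error 0.34, adjusted p = 0.351 from limma with Benjamini-Hochberg adjustment). The groups overlapped, and L30 hen 3 lay above L20 hens 1 and 2.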

All these results suggested that *LPGAT1* may have different expression patterns in mammals and avian related to specific functions in regulating fatty acid synthesis. Furthermore, *LPGAT1* may have multiple subcellular localizations, and could therefore potentially have multiple functions in different cells or within the same cells [74].

In mammals, lipogenesis is known to occur in liver, adipose tissue, and mammary gland, whereas, in avian species, it occurs mainly in avian liver [71]. During the egg laying stage, fat synthesis in chicken liver is especially active [75]. The GO annotation cluster analyses (Additional file 5: Table S5) showed that the SDE genes were involved mainly in lipid biosynthesis, transport and localization, sterol and cholesterol metabolism, as well as in immune response and some other processes. In poultry, the ovary cannot synthesize lipids; therefore, liver lipoproteins are transferred in the plasma and deposited into the oocytes to form the egg yolk in laying hens. Therefore, lipid synthesis in chicken liver and lipoprotein transfer plays a crucial role on the egg production performance of hens. Some of the SDE genes that are not be involved in lipid metabolism may instead contribute to liver homeostasis in response to the dramatic increase in lipogenesis and protein biosynthesis in the liver of hens at the laying stage.

Alternative splicing of pre-mRNA plays an important role in regulating gene expression in higher eukaryotes. A previous report indicated that 40–60 % of human genes have alternative splicing isoforms, although some variants exist only in relatively low abundance [76]. It has been shown that proteins with different functions can be produced by a diverse array of mRNAs derived from a single pre-mRNA, suggesting that alternative splicing is a crucial mechanism for regulating life [77]. 

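The deposited table holds values per gene, not per isoform. PPARα (listed as PPAR), PPARG and PPARD stand in it as separate genes, on chromosomes 1, 12 and 26. The paper describes them as splice isoforms of a single gene, which these positions contradict. PPARG had an FPKM of 3.39, 3.91 and 3.35 in the juvenile hens and 2.34, 1.26 and 1.69 in the laying hens, a log2 fold change of -0.74 (standard error 0.17, adjusted p = 0.0691 from limma with Benjamini-Hochberg adjustment), and its unadjusted p from limma was 0.00384. PPARD had 1.48, 3.44 and 2.46 FPKM in the juvenile hens and 2.96, 3.70 and 3.19 in the laying hens, a log2 fold change of 0.34 (standard error 0.22, adjusted p = 0.403 from limma with Benjamini-Hochberg adjustment).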

The three alternative splicing isoforms α, δ, and γ of the *PPAR* gene were detected in our transcriptomic data, isoform γ was significantly down-regulated in L30 compared with L20, while isoforms α and δ were not differentially expressed. It has been shown that *PPARα* and *PPARγ* may play significant roles in glucose and lipid metabolism in the early life stage of mouse [78]. Moreover, the DE novel genes detected in this study may provide important information about liver lipid metabolism in chicken. 

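ENSGALG00000014190 (chromosome 1, 69195835 to 69242099 in galGal4) had an FPKM of 36.9, 32.7 and 36.6 in the juvenile hens and 1008, 501 and 124 in the laying hens, a log2 fold change of 3.45 (standard error 0.72, adjusted p = 0.0568 from limma with Benjamini-Hochberg adjustment). Every laying hen lay above every juvenile hen, but the laying hens spanned 124 to 1008 FPKM.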

For example, a significantly up-regulated novel gene ENSGALG00000014190 with four alternative splicing isoforms was observed in our transcriptome sequencing data. This gene was predicated to encode a protein of 357 amino acids that could take part in the lipid metabolic process (UniProt: F1NXW6), which requires confirmation. Another up-regulated novel gene ENSGALG00000023444 with three isoforms was also observed, but its isoforms and function need to be investigated further.

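ENSGALG00000023444 (chromosome 4, 23229649 to 23232411 in galGal4) had an FPKM of 4.72, 8.30 and 3.96 in the juvenile hens and 136, 93.7 and 9.41 in the laying hens, a log2 fold change of 3.00 (standard error 0.95, adjusted p = 0.137 from limma with Benjamini-Hochberg adjustment).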

Lipid metabolism is controlled by multiple pathways and influenced by multiple genes. These pathways include the PPAR signaling pathway, steroid biosynthesis, steroid hormone biosynthesis, and biosynthesis of unsaturated fatty acids [79]. In our KEGG analysis, the PPAR signaling pathway, which is essential for lipid metabolism, showed one of the most significant associations with the SDE genes in the livers of laying hens. 

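Of the 13 genes that Table 4 lists for the PPAR signaling pathway, 8 had a higher and 5 a lower mean FPKM in laying hens. An unadjusted p of 0.05 or less from limma was reached by 10 of them, and DBI, FABP3 and FABP5 met the SDE rule. DBI rose from 374, 248 and 323 to 1276, 1561 and 920.2 FPKM, a log2 fold change of 1.98 (standard error 0.26, adjusted p = 0.0212 from limma with Benjamini-Hochberg adjustment). FABP5 fell from 17.5, 17.6 and 24.0 to 3.82, 6.11 and 5.78 FPKM. CYP7A1 had 7.69, 5.47 and 7.99 FPKM in the juvenile hens and 69.8, 61.7 and 1.68 in the laying hens, so that L30 hen 3 lay below every juvenile hen (adjusted p = 0.503 from limma).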

Eighteen DE genes involved in the PPAR pathway (Additional file 6: Figure S1); 11 were up-regulated and seven were down-regulated. In the PPAR pathway, a cytochrome P450 (CYP7A1) catalyzes the rate limiting step of conversion of cholesterol into bile acids. CYP7A1 is also involved in the KEGG Bile secretion pathway, and was reported to be up-regulated in severe negative energy balance cows [53]. The altered expression patterns of hepatic genes in the PPAR signaling pathway could play a role in regulating the lipid metabolism. In addition, a total nine DE genes (Additional file 7: Figure S2) which all were SDE ones were found to be involved in the steroid biosynthesis pathway and all of them were up-regulated except sterol O-acyltransferase (SOAT1, esterification to fatty acids), which suggests that this pathway was quite active in steroid hormone synthesis. 

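In the steroid biosynthesis pathway SOAT1 fell from 16.7, 19.9 and 19.4 to 8.59, 6.42 and 11.1 FPKM, a log2 fold change of -1.04 (standard error 0.20, adjusted p = 0.0483 from limma with Benjamini-Hochberg adjustment). CYP51A1, HSD17B7, NSDHL and SOAT1 met the SDE rule, the first 3 with a higher mean FPKM in laying hens, while DHCR7, LSS, SC4MOL and FDFT1 had adjusted p values of 0.0539, 0.0539, 0.0554 and 0.123 from limma. CYP51A1 had 9.08, 11.4 and 7.31 FPKM in the juvenile hens and 319, 129 and 63.9 in the laying hens. From the direction of these genes the paper proposes that the pathway was active in the liver of laying hens.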

SOATs (SOAT1 and SOAT2) are known to synthesize cholesterol fatty acid esters using fatty acids released from membrane phospholipids [80].

During the laying stage, gene expression is highly stimulated in liver to support the metabolic changes associated with the development of the reproductive organs. In the present study, we identified 960 SDE genes with a fold change ≥2 or ≤0.5 (FDR ≤0.05) in the livers of laying hens compared with juvenile hens. Although species-specific differences should be considered when comparing chicken with mammalian systems, the current findings appear to be consistent with conservation of lipid metabolism and adipogenesis processes in chicken and mammal. The chicken liver transcriptome reported here could greatly broaden our understanding of the regulation and networks of gene expression related to liver lipid metabolism in hens at different physiological stages. Our results will serve as important resource for revealing the mechanism of lipid metabolism during egg-laying stage.

## Conclusions

This study generated transcriptomic data using RNA-Seq technology that will help to expand our understanding of the molecular repertoire of lipid metabolism-related genes at different physiological stages in chicken. Differences in expressed genes were found between the juvenile and egg laying stages, including highly expressed novel genes, splice isoforms, and pathways. These findings will be a valuable resource for biological investigations of liver lipid metabolism-related genes in chicken, and may also provide clues for understanding the molecular mechanisms in other poultry and mammalian species.

### Accession numbers

The raw sequencing data, mapped data, and data for visualization of the RNA-Seq analyses of the chicken liver transcriptome data at different physiological stages have been deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under accession number GSE70010.

## Additional files

Additional file 1: Table S1. Primers used for qRT-PCR in this study. (DOCX 15 kb) Additional file 2: Table S2. SDE novel hepatic genes between two different physiological stages (juvenile and egg laying hens). (XLSX 29 kb) Additional file 3: Table S3. SDE hepatic genes between two different physiological stages (juvenile and egg laying hens). (XLSX 110 kb) Additional file 4: Table S4. SDE hepatic isoforms between two different physiological stages (juvenile and egg laying hens). (XLSX 37 kb) Additional file 5: Table S5. Gene ontology annotation clusters of SDE hepatic genes between juvenile and egg laying hens. (XLSX 112 kb) Additional file 6: Figure S1. Changes in hepatic gene expression in the PPAR signaling pathway between juvenile and laying hens. Green boxes indicate down-regulated DE genes detected by RNA-Seq; red boxes indicate up-regulated DE genes. (TIFF 9842 kb) Additional file 7: Figure S2. Changes in hepatic gene expression in the steroid biosynthesis pathway between juvenile and laying hens. Green boxes indicate down-regulated DE genes detected by RNA-Seq; red boxes indicate up-regulated DE genes.

# Supplementary material for: Transcriptome profile of liver at different physiological stages reveals potential mode for lipid metabolism in laying hens
**Source:** BMC Genomics. 2015 Oct 9;16:763. doi: 10.1186/s12864-015-1943-0
**Supplement:** Additional file 1: Table S1. — Primers used for qRT-PCR in this study.

| Gene | Forward primer | Reverse primer | Production length(bp) |
| --- | --- | --- | --- |
| CEPT1 | TACAGCTTTCATAGGCCCGG | AGAGGACTTGATTCGGAACAC | 184 |
| CETP | CATCGCTGCTGTCTGAATCC | CTCCACACCTTAGCCACAGA | 223 |
| MTP | CAGGAGGGATGGAGTTCAGC | TGGTCACGGAATGCCTGAAA | 243 |
| ApoB | ATGTTCAAAAGATGCGGCCC | GCATGGCTCTTCTCTCACTG | 224 |
| LPGAT1 | GACAACCAACAGTTACACAT | AGGAAAAGCTCCTGTTTCAT | 149 |
| SIRT3 | ATCTTGTAGGACCGTTTGCC | GCCAGCTGTCCTATTTGTCT | 173 |
| FOXO3 | GTCCATCATCCGCAGTGAAC | CAGCAGATTTGGCAAAGGGT | 234 |
| SIRT1 | CAGACCCACGGACAATTCTT | TTTTCTTTTTGGTGGTTCGG | 119 |
| PRDX4 | GACGAGCAGTGCCACTACTA | AGGCGATTATCTCAGTGGGA | 250 |
| RPS24 | GCCACAGTCCCCAAAACAG | TGTTCTTACGTTCCTTCCGC | 241 |
| Novel-gene | TTCATATGAGCACGGTGGGG | GGTCATTCCTGGCTCAAACA | 148 |
| β-actin | GAGAGAAGATGACACAGAC | GTCCATCACAATACCAGTGG | 116 |

**Additional file 1: Table S1** Primers used for qRT-PCR in this study

How the deposited data were processed for this re-analysis (not part of the article)

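Liver RNA-Seq libraries of 6 hens were used, 3 juvenile hens of 20 weeks (L20) and 3 laying hens of 30 weeks (L30), each sequenced as 1 library. Every hen is a separate animal, and the replicate numbers carry no pairing in the paper; the shared numbers 1 to 3 come from the library names.

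The authors cleaned the reads, mapped them to the galGal4 genome with TopHat2, assembled transcripts with Cufflinks and deposited FPKM values per gene and hen. FPKM is by definition scaled by the number of mapped fragments of each library, and no further scaling was added in the main test. The authors also deposited a count per gene and hen divided by a factor per library, so this signal is a scaled read count and not a whole number. The test for read counts was planned only if the table held whole counts, so limma on FPKM stayed the main test. Dividing each scaled count by the value of 1 read and rounding gave recovered reads, and at least 99.862% of the low values were whole in each library. In 3 libraries 1 or 2 values lay below the value of 1 read. The recovered reads on genes ranged from 13764705 to 21570330 per hen. Gene names are those of the deposited table, with VTG1 under TPRXL, PPARα under PPAR and SREBF1 under SREBP-1. A name on several genes was read as the gene of Table S3.

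The main test was limma 3.58.1 (R 4.3.3) on log2(FPKM + 1), with a trend in eBayes, over genes with a mean FPKM of at least 1. DE genes had an unadjusted p of 0.05 or less. SDE genes had a Benjamini-Hochberg adjusted p of 0.05 or less and a ratio of mean FPKM of at least 2 or at most 0.5. Single genes also had an exact permutation test, whose smallest p with 3 hens against 3 is 0.1. The genes named in the text are every gene that the paper's text, Tables 2 to 4 or Fig. 3 name, the 5 largest rises and 5 largest falls among SDE genes whose groups do not overlap, and genes of marker lists. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

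The alternatives changed the pseudocount (0.1 or 0.01), the filter (none, or a mean FPKM of at least 5), the scaling (median ratio, upper quartile, quantile), the block, the eBayes options and the fold rule, and left out each hen in turn. Tests on recovered reads with edgeR 4.0.16 and DESeq2 1.42.0 were added after the values were seen. The alternatives set for a table of whole counts did not apply, since the table holds scaled counts. The methods were tested on simulated data with 200 changed genes. These genes had a mean FPKM of at least 5 and were given changes well above a ratio of 2. Smaller changes and genes with low FPKM were therefore not covered, and the shares below need not hold for the real data. limma recovered 188 of the 200 over 9732 genes with 5 false calls, edgeR 192 of 197 over 11219 genes with 8 false calls, and DESeq2 194 of 199 over 13179 genes with 39 false calls, so DESeq2's false calls were 16.7% of its calls, above the 5% aimed at. 

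The marker lists and the values copied from the paper were checked against its text, tables and Fig. 3 before any test was run. Isoforms, splicing and qRT-PCR were not analysed here. Some genes of the paper's lists are not reported here.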

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

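The tests on the genes below were chosen after their values were seen. ENSGALG00000020772 (chromosome 8, 15439374 to 15487512 in galGal4) and ENSGALG00000012204 (chromosome 1, 50658260 to 50664465) are among the 5 largest rises, and the paper's text, Tables 2 to 4 and Fig. 3 do not name them, though Table S2 lists both. The FPKM of ENSGALG00000020772 was 0.127, 0.183 and 0.104 in the juvenile hens and 1044, 1008 and 767 in the laying hens, a log2 fold change of 9.68. The FPKM of ENSGALG00000012204 was 0.209, 0.309 and 0.210 in the juvenile hens and 963, 732 and 563 in the laying hens, a log2 fold change of 9.21.

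Scaling between libraries does not account for either rise, since the log2 fold change was 9.70 and 9.24 after median-ratio scaling. Nor do low read numbers in the laying hens, where the lowest number of recovered reads was 89169 for ENSGALG00000020772 and 16391 for ENSGALG00000012204. Both genes were picked for large rises, so neither check could readily have failed. In the juvenile hens ENSGALG00000020772 had 19, 34 and 17 recovered reads, and ENSGALG00000012204 had 8, 14 and 8. The size of each rise therefore rests on few juvenile reads. ENSGALG00000020772 begins 1926 bp after the end of VTG2. Reads of VTG2 could be assigned to this neighbour. It had 4.18 reads per 100 reads of VTG2 in juvenile hens and 8.29 in laying hens, so the juvenile ratio was 0.504 of the laying one, within the range that was set for an equal ratio. The pooled ratio hides a difference between hens, since it was 1.67, 9.34 and 10.0 in L20 hens 1, 2 and 3 and 9.15, 7.80 and 7.37 in L30 hens 1, 2 and 3. L20 hen 1 had 19 reads, where the share of the laying hens would give 94.5, so a fixed share of misassigned reads does not account for this hen. In the other hens misassigned reads cannot be separated from a gene induced together with VTG2. The biological explanation that the design gives, the laying state, remains for both genes, and for ENSGALG00000020772 reads of VTG2 are not ruled out in the laying hens. Gene length and shared reads with other paralogs were not tested.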

How the results depend on the processing

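Except where said otherwise, the alternatives were chosen before the data were examined. The number of DE genes (2213) stayed within 1.5 times under each alternative but the filter at a mean FPKM of at least 5, which gave 1459. The direction held by more DE genes did change. Lower genes led in the main fit (1143 against 1070), and higher genes led in other fits, among them median-ratio scaling (1268 against 949), a mean FPKM of at least 5 (854 against 605) and edgeR on recovered reads (1466 against 1121). The number of SDE genes (268) stayed between 186 and 331 under the other pseudocounts, filters, scalings, eBayes options and fold rules. It was 64 to 385 across the 6 fits that each left out one hen, against 52 to 348 for genes with a gene name (238), 10 to 37 for genes without (30) and 4 to 41 for genes of Table 4 (29). The highest value of each came without L30 hen 3. The cause was not tested.

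The deviations of same-numbered hens from their group means had a correlation of 0.04, and the hens are different animals. With the replicate number as a block, 54 genes met the SDE rule, 44 with a gene name, 10 without and 8 of Table 4. The block takes degrees of freedom from 6 hens.

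Count tests on the recovered reads were added after the values were seen. edgeR gave 429 SDE genes (383 with a gene name, 46 without), and 162 (140 with a gene name) with the replicate block. DESeq2 gave 878 (763 with a gene name, 115 without) and 66 genes of Table 4. Of the 268 SDE genes, 253 were shared with edgeR and 259 with DESeq2. In simulated data with 200 changed genes, 16.7% of the calls of DESeq2 were false. That share depends on the number of changed genes, so it need not hold for these calls.

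The real grouping of the hens gave more SDE and DE genes than any other. Of the 4 splits of the hens that part all same-numbered pairs, 1 gave as many SDE genes and 1 as many DE genes, the real one. The other 3 gave 0 to 2 SDE genes and 275 to 380 DE genes. The 6 splits that part 1 pair gave 2 to 5 SDE genes and 131 to 544 DE genes. With 10 splits in all, the share cannot fall under 0.1.

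The lowest squared correlation within a group (0.329) was 0.911 on log2(FPKM + 1) and 0.910 by Spearman's method. Without ENSGALG00000018375 it was 0.813, and the unsquared correlation on log2(FPKM + 1) was 0.954; both were added after the values were seen. Without mitochondrial genes, 5 of the first 10 genes were among those of Fig. 3, against 9. The other genes of Fig. 3 are mitochondrial, so no higher number was possible and the drop shows no instability. The 5 genes that remained stood at ranks 1 to 5.

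Of the 123 tested genes from the paper's lists or the largest rises and falls, 114 kept their direction under every alternative run. The log2 fold change changed sign with the hen left out for ANGPTL4 (-0.36 to 1.67), GATM (-0.034 to 1.46), ELOVL6 (-0.20 to 1.98), ENSGALG00000018375 (-7.85 to 0.63), ATP6 (-0.12 to 0.10), PRDX4 (-0.22 to 0.19), MTTP (-0.51 to 0.46) and ESR1 (-0.43 to 0.15). It was -0.082 for MT-CO1 under quantile normalization, and under median-ratio scaling 0.040 for ATP6 and 0.016 for PRDX4. On recovered reads ATP6 had 0.105 with edgeR, 0.103 with edgeR and the replicate block and 0.096 with DESeq2, PRDX4 had 0.024 with edgeR and the replicate block, and MTTP had 0.172 with edgeR and 0.161 with DESeq2. None of the fits with a reversed sign had an adjusted p of 0.05 or less. Another 57 tested genes are in the marker lists alone, and 45 of them kept their direction under every alternative, while 12 changed sign with a hen left out.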

Differences from the paper's values

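The paper gives 960 SDE genes with a gene name, of which 473 rose and 487 fell, and here 238 met the rule, 154 higher and 84 lower in laying hens. None of the alternatives set before the data were examined brought any of these 3 numbers within 1.5 times of the paper's. DESeq2 on recovered reads, chosen after seeing the values, gave 763 genes, of which 460 were higher and 303 lower; the first 2 lie within 1.5 times of the paper's numbers and the last does not.

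For genes without a gene name the paper gives 198 SDE genes, of which 91 rose and 107 fell, and here 30 met the rule, 23 higher and 7 lower. None of the alternatives set before the data were examined closed the gap. DESeq2 on recovered reads, chosen after seeing the values, gave 115 genes, 67 higher and 48 lower, and only the number of higher genes lies within 1.5 times of the paper's.

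The paper gives 0.93 as the lowest squared correlation between replicates, and here the lowest was 0.329 on FPKM. On log2(FPKM + 1) it was 0.911 and by Spearman's method 0.910, both below the paper's value, and leaving out mitochondrial genes or the 10 most abundant genes gave 0.486 and 0.484. Without ENSGALG00000018375, chosen after seeing the values, it was 0.813. The lowest unsquared correlation on log2(FPKM + 1), also chosen after seeing the values, was 0.954. That lies above 0.93, but the paper states its value as a squared correlation.

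The paper describes PPARα as suppressed in laying hens at one place and as not differentially expressed at another, and here its mean FPKM was higher in laying hens, with a log2 fold change of 0.31 and no call. The paper describes ERβ as significantly up-regulated; here ESR2 had an unadjusted p of 0.0479 and an adjusted p of 0.216 from limma. SREBP-1 and FASN, which the paper calls elevated, had an unadjusted p above 0.05 here, as had LPGAT1. With each hen left out in turn, the adjusted p from limma lay between 0.0374 and 0.544 for FASN. It lay between 0.120 and 0.457 for SREBP-1 and between 0.176 and 0.638 for LPGAT1. For SCD it lay between 0.00837, without L30 hen 3, and 0.436, so the calls for FASN and SCD depended on the hens used. SCD, which the paper also calls elevated, was a DE gene but not an SDE gene, as were FABP1, PPARG, ENSGALG00000014190 and ENSGALG00000023444. The paper places ENSGALG00000018375 first and ATP6 among its 10 most abundant genes. Here MT-ATP8 came first, the mitochondrial entry listed as gga-mir-3527 was at rank 7 and ATP6 at rank 11. With the mean over all 6 hens ENSGALG00000018375 came first and ATP6 was at rank 7, as in the paper among the first 10. In that ranking gga-mir-3527 was at rank 6, and 7 of the first 10 genes were among those of Fig. 3.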

Other observations

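Of the tests below, that on the number of reads of ENSGALG00000018375 was chosen after the result was seen. The FPKM of ENSGALG00000018375 rested on at most 5 recovered reads in a hen. 1 read was worth 582600 times the FPKM that it was worth, in the median, for the other mitochondrial genes. Both values restate a high FPKM on few reads, so neither can test a short feature as its source. MT-ND3, with a span of 352 bp, had 0.388 FPKM per read, against 47020 for ENSGALG00000018375 with 137 bp. ENSGALG00000018372 had 86.84 with a listed span of 1615 bp, but MT-CO1 is listed with the same span. A listed span that genes share need not be a gene's own length. These values therefore cannot decide for or against an effect of length. The place of ENSGALG00000018375 among the most abundant genes rests on few reads and may come from the length correction. No biological explanation was tested.

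In L30 hen 3 several genes of fatty acid synthesis lay at juvenile levels. The pattern was noticed on FASN, SCD and SREBP-1, and was then tested on lists of other genes written before their values were looked at by hen. The 14 other lipogenic genes lay 1.58 below the mean of L30 hens 1 and 2 on the log2 scale in the median (11 of 14 lower), at percentile 0 of 10000 random lists of the same size and expression. The percentile was 0 after median-ratio scaling and 0 among lists also matched on reads per FPKM, which grows with length. L30 hen 2, sequenced to a similar depth, lay higher as well, with a median difference of -1.35 between hens 3 and 2. Yolk precursor genes of hen 3 had gone 98.1% of the way from the juvenile to the laying level, so a swapped juvenile hen is not a candidate explanation. Cholesterol synthesis genes were lower in the same hen too (median -1.65, 13 of 14 lower, percentile 0), while fatty acid oxidation genes were not higher (percentile 68.74). A candidate explanation is a lower state of lipid synthesis in this hen with yolk gene induction kept. The design records no feeding or sampling time, so no biological explanation was tested, and library batches and mixed tissue were not tested. This is a hypothesis from 1 hen.

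In L20 hen 2 serum amyloid A, listed under the name HPS5, had an FPKM of 37656 against 2393 and 6661 in L20 hens 1 and 3. The 12 other acute phase genes of a list written before their values were looked at by hen were all higher in hen 2 than the mean of hens 1 and 3 (median 0.65 on the log2 scale). The list lay at percentile 100 after median-ratio scaling, at 100 after thinning hen 2 to the reads of hen 1, and at 99.99 among lists also matched on reads per FPKM. An acute phase response in this hen may be a source of spread in the juvenile group, as a hypothesis. No biological explanation was tested, since the design records no health state.

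SNORA71, 1 of the 5 largest falls, had an FPKM of 96.5, 88.1 and 207 in the juvenile hens and is listed at 0 in the laying hens, but the juvenile values rested on 1, 1 and 2 recovered reads. The other 4 largest falls were IL4I1, TGM4, LDHB and ASL2, with log2 fold changes of -4.62, -4.01, -3.24 and -2.60. The paper's text does not discuss IL4I1 and TGM4.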
